A study of Schizosaccharomyces pombe with 2 samples. Its data were reported in "Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast" (2018).

How the data were processed

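Small RNAs were sequenced from exponentially growing cells of the fission yeast Schizosaccharomyces pombe, from a wild-type (WT) strain and from a strain deleted for exo2 (exo2Δ). Exo2 is the fission yeast form of Xrn1, the cytoplasmic enzyme that degrades RNA from its 5′ end. XUTs are long noncoding RNAs that the study defined by their accumulation when Exo2 is missing. Per the labels, RNAs of 10 to 40 nt were cut from a gel and sequenced as single reads of 40 nt. There was 1 library per strain, so no value below has a replicate error and no test of the strains was possible.

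The authors trimmed adapters, mapped the reads that had a single place in the genome with Bowtie, allowing a few mismatches, and deposited a signal for each annotated feature, the tag density in tags per nt. The genome build used for these libraries is not stated in the table, and whether a filter on read length was applied to the deposited values was not determined here. The table has 19343 rows. Of these, 10204 are coding exons, which lie inside genes and were left out of totals, leaving 9139 features. Features overlap, so a read can be counted in several of them. All value columns belonged to the 2 libraries.

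The deposited WT signal multiplied by the feature length was a whole number in 100% of rows. In exo2Δ it was a whole multiple of a single step, 0.998, in 100% of rows, which was taken as the factor by which the authors scaled that library. Reads per feature were recovered from these steps. Densities were compared as deposited, with this factor. Log2 ratios of exo2Δ over WT were computed after adding 1 read to both libraries, for the 5945 features with a mean of at least 10 reads. They understate the change of features with few reads. An XUT was called antisense if it overlapped an mRNA on the other strand by at least 50 nt, and solo otherwise.

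The median log2 ratio of a list was compared with 10000 random lists of the same size, drawn from mRNAs matched on the mean reads of both libraries in up to 20 level bins. Its percentile among these lists describes these libraries and is not a p-value. Intervals on medians are bootstrap 95% intervals over features, from 2000 draws with the matched median held fixed. Intervals on the fold of a single feature are exact binomial 95% intervals of its reads, and those on shares are Wilson 95% intervals. These cover counting error only, since reads without molecular identifiers are not independent molecules. A count of at most 3 reads was treated as the floor. Folds against it are given as at least the value against 3 reads, before counting error. Tests on counts had been planned only for a table of counts. The deposited unit was a signal, so Wilson intervals and the exact two-sided binomial test with Benjamini-Hochberg adjustment at 0.05 were run on the recovered reads as additions chosen after the table was seen. That test compares the 2 libraries and not the strains.

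The methods were tested on simulated data. Reads were recovered in 100% of 19343 simulated rows. The binomial test called 100% of 200 changed features among 5945 and 0.139% of the unchanged ones. This simulation held counting error only, with 4-fold changes placed in features with a mean of at least 50 reads. In the real libraries the spread of mRNAs with a mean of at least 100 reads was 3.10 times counting error. These rates therefore do not carry over to the real libraries. The matched comparison was simulated 100 times for each case on 6767 mRNAs and XUTs, with the extra noise of each class estimated from the real libraries. With equal noise in both libraries, a shift of 0.3 was found as 0.30 on average, and unshifted XUTs gave a difference between -0.10 and 0.10 in the middle 95% of simulations. However, 22% of these unshifted lists fell outside the middle 95% of their random lists, because XUTs vary more than mRNAs. With all the extra noise placed in WT, unshifted XUTs gave a mean difference of -0.22, and a shift of 0.3 was found as 0.082. With all of this noise placed in exo2Δ, unshifted XUTs gave a mean difference of 0.23. A high percentile alone therefore does not show a rise.

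The coordinates of 98.4% of 10190 coding exons on chromosomes I to III were found unchanged in the reference annotation ASM294v3, whose sequence was used for GC content there. Gene symbols came from the same annotation, which gave a symbol to 4411 of the 9139 features. Positions are those of the deposited table. The features named were fixed before the data were examined: exo2, 5 XUT and mRNA pairs that the study names, the 3 features with the largest density in each library, and the 5 features with the largest ratio in each direction among those with a mean of at least 50 reads. Alternatives fixed before the data were examined changed the scaling (sum of sn(o)RNAs, median ratio of mRNAs, total without the 10 highest features), the pseudocount (0.1 or 5 reads), the filter (none, or a mean of at least 50 reads), the overlap (1 or 200 nt), the ratio (over 4) and the set of XUTs. These were fixed for the medians, the counts and the shares. Applying them to the differences between lists, to the exons and to the named features, scaling on all listed features and matching on other levels were added after the data were seen. Overlapped and solo regions of mRNAs were compared through whole coding exons, since densities of such regions were not analysed here. A count model cannot estimate the spread with 1 library per strain. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.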

Results

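Small RNA libraries from WT and exo2Δ cells were compared to ask whether XUTs, which accumulate without Exo2, give rise to small RNAs. Each strain had 1 library, and none of the differences below has a replicate check. Summed over the 9139 features, the WT library held 13555082 reads and the exo2Δ library 13678760 reads.

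The deleted gene was examined first. The exo2 gene (SPAC17A5.14) lies on chromosome I from 1778445 to 1782740, on the plus strand. Its 3 coding exons held 251 reads in WT and 26 reads in exo2Δ, a density 9.67-fold lower. The direction is that of the labels, although 10.4% of the WT read number was still counted in these exons. The 309 nt of the gene outside the coding exons held 3 reads in WT and 31 reads in exo2Δ, at least 10.3-fold more.

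Among the reads with a single place in the genome that were counted in listed features, most fell on tRNAs. They took 81.97% of all feature reads in WT (95% interval 81.95% to 81.99%) and 84.64% in exo2Δ (84.62% to 84.66%). mRNAs took 14.3% in WT and 12.2% in exo2Δ. XUTs took 2.11% in WT (2.10% to 2.11%) and 1.58% in exo2Δ (1.57% to 1.58%). These shares depended on what was summed. Without the 10 features with the highest mean, the tRNA share was 30.3% in WT and 41.1% in exo2Δ. The XUT share was then 3.97% in WT and 4.33% in exo2Δ, so that its direction reversed. As summed density in place of reads, mRNAs took 0.824% in WT and 0.652% in exo2Δ, and XUTs 0.174% and 0.116%. The 3 features with the largest density were the same in both libraries. SPATRNAALA.06 (chromosome I, 4796977 to 4797059) held 4920919 reads in WT and 5793538 in exo2Δ. SPBTRNAGLY.09 (chromosome II, 2069487 to 2069557) held 2461164 and 2078550 reads. SPMITTRNAASP.01 (mitochondrial, 14238 to 14308) held 1932019 and 1444646 reads. The rise of SPATRNAALA.06 depended on the scaling, since its log2 ratio was 0.23 as deposited and -0.011 when scaled on sn(o)RNAs.

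XUTs had few small RNA reads. The median of the 1638 XUTs was 2 reads in WT and 3 reads in exo2Δ, and the median density was 0.00433 and 0.00501 tags per nt. No read was counted in 369 XUTs in WT and in 298 XUTs in exo2Δ. Among mRNAs the median was 98 reads in WT and 90 reads in exo2Δ. In exo2Δ 58.0% of XUTs, against 7.88% of the other mRNAs, were at or under the density that remained in the exons of the deleted gene, 0.00651 tags per nt, whose source is not known.

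Only 334 XUTs passed the filter of a mean of at least 10 reads. Their median log2 ratio was 0.17 (bootstrap 95% interval 0.04 to 0.27), with 189 above 0 and 145 below. The median of the 4749 mRNAs that passed was -0.15 (-0.17 to -0.14). The direction of the XUT median depended on the scaling: it was -0.065 (-0.19 to 0.04) when the libraries were scaled on sn(o)RNAs. That scaling moved log2 ratios by about -0.24, and by less for features with few reads because of the added read. The difference from mRNAs of the same level barely depends on the scaling. It was 0.39 (0.26 to 0.49), and the XUT median lay at percentile 100 of 10000 random lists. Matching and filtering on the WT reads alone reduced it to 0.040 (-0.046 to 0.12), at percentile 78.4, and on the exo2Δ reads alone raised it to 0.74. Without a filter the median XUT had no change, and the difference was 0.0015, which is the size that the factor of 0.998 gives a feature with 1 read in each library. In unshifted simulations with equal noise, matching on WT or on exo2Δ reads alone moved the difference by -0.34 and 0.33 on average. Both observed values lay above the simulated ranges, which ended at -0.24 and 0.43. With all extra noise in exo2Δ the simulated ranges ended at -0.00014 and 0.62, and the observed intervals overlapped them. The difference was 0.35 for the 100 XUTs with a mean from 10 to under 15 reads and 0.36 for the 65 XUTs with a mean of 50 reads or more. Over the 1304 XUTs under the filter, summed reads were 3271 in WT and 3682 in exo2Δ, a log2 ratio of 0.17 (0.10 to 0.24), whereas the 380 mRNAs under the filter gave -0.06 (-0.17 to 0.05).

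**Figure D1:**
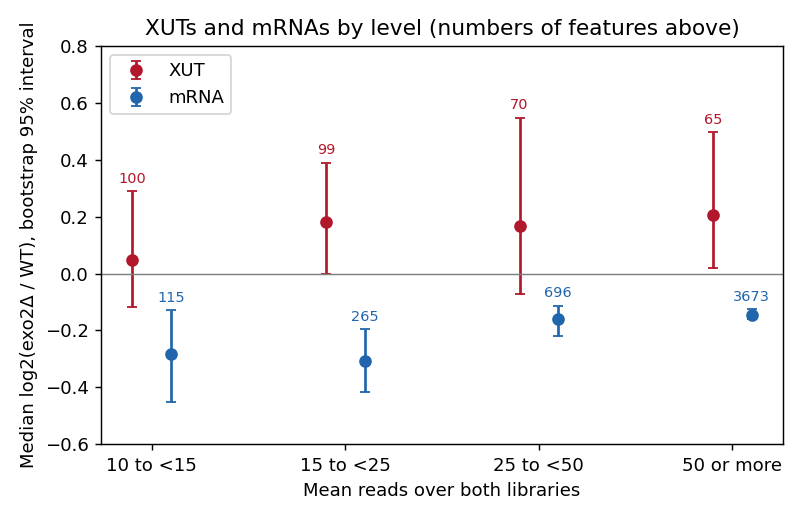
Median log2 ratio of exo2Δ over WT (vertical axis) for XUTs (red) and mRNAs (blue) by mean reads over both libraries (horizontal axis), with bootstrap 95% intervals and the number of features above each point. XUT medians run from 0.05 to 0.21 and mRNA medians from -0.31 to -0.15, with the deposited scaling. Scaling on sn(o)RNAs moves the points by about -0.24, and by less where reads are few.

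**Figure D2:**
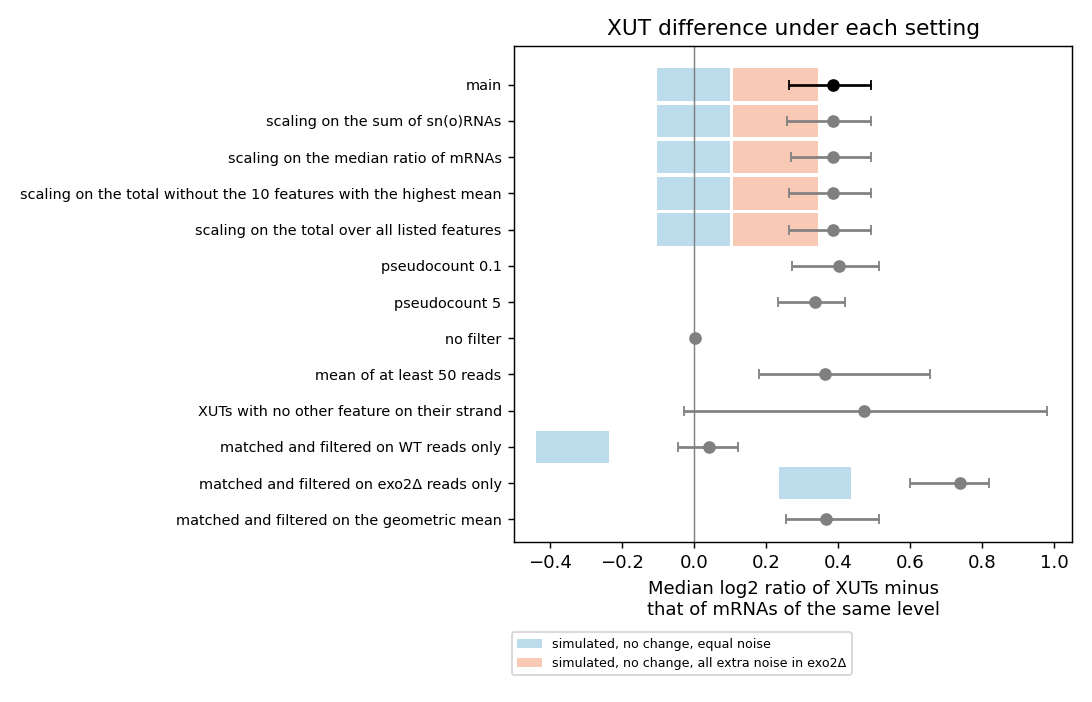
Median log2 ratio of XUTs minus that of mRNAs of the same level (horizontal axis) under each setting, with bootstrap 95% intervals. Bands hold the middle 95% of 100 simulations without a change, with equal noise (blue) or all extra noise in exo2Δ (orange). Both are drawn for the main setting and the scalings. Rows matched on WT or exo2Δ reads alone have only the blue band. With all extra noise in exo2Δ their simulated ranges, -0.22 to -0.00014 and 0.41 to 0.62, overlapped the observed intervals. The value of 0.39 lies above both bands, but its interval from 0.26 overlaps the orange band, which reaches 0.34; without a filter the value is a tie near no change.

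The study asked in particular about XUTs antisense to mRNAs, which could pair with them. By coordinates, 1205 XUTs (73.6%) were antisense and the others were solo. The 252 antisense XUTs past the filter had a median log2 ratio of 0.22 (0.08 to 0.35), which was -0.0090 (-0.16 to 0.11) under scaling on sn(o)RNAs. The 82 solo XUTs had a median of 0.05 (-0.08 to 0.24). The difference between antisense and solo XUTs, 0.18, lay at percentile 92.1 of 10000 random splits of the XUTs matched on level, within the range of -0.29 to 0.24 that held 95% of the splits. A difference between antisense and solo XUTs was therefore not detectable at this depth. For the 43 antisense XUTs with a mean of at least 50 reads, this difference was -0.45, with an interval of -0.75 to 0.31 that included 0.

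A duplex of an mRNA with its antisense XUT would also give small RNAs from the mRNA strand. Of the 5129 mRNAs, 1086 (21.2%) had an antisense XUT. The 1004 of them past the filter had a median log2 ratio of -0.17 (-0.21 to -0.15), at percentile 13.0 of random lists of mRNAs. Their difference from mRNAs of the same level, -0.02 (-0.06 to 0.00), had an interval that included 0. With a mean of at least 50 reads it was -0.033 (-0.077 to -0.0050), below 0. In 116 of these mRNAs with coding exons both wholly inside and wholly outside an antisense XUT, the inside density relative to the outside density changed by a median of -0.26 on the log2 scale (-0.37 to -0.01), falling in 70 and rising in 46. With a pseudocount of 5 reads the change was -0.09 (-0.25 to 0.07), so that its interval included 0. In summed reads, such exons inside held 2574 in WT and 2028 in exo2Δ, and those outside held 7940 and 6513. Both sums fell, and the relative change of the sums was smaller than the median of -0.26.

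The XUTs of 5 pairs that the study names had more reads in exo2Δ. XUT0444, antisense to gal1 (chromosome II, 4488080 to 4489815), had 7 reads in WT and 34 in exo2Δ, a density 4.85-fold higher (95% interval 2.12 to 13.0). XUT1322, antisense to puf5 (chromosome I, 759536 to 760554), had 7 and 58 reads. XUT0194, antisense to cdt1 (chromosome II, 477190 to 478743), had 14 and 55 reads. XUT0647, antisense to rev3 (chromosome I, 3129622 to 3134464), had 14 and 61 reads. XUT0433, antisense to SPBC8E4.05c (chromosome II, 4429932 to 4431559), had 12 and 21 reads, and the interval of its fold, 0.82 to 3.89, included no change. The mRNA reads were 55 and 47 for gal1, 64 and 38 for puf5, 35 and 19 for cdt1, 71 and 66 for rev3, and 13 and 7 for SPBC8E4.05c. The fall of rev3 depended on the scaling, with a log2 ratio of -0.11 as deposited and 0.046 when scaled on the median ratio of mRNAs. Another pair that the study names, XUT1122 and slu7, was left out of the list and looked up after the data were seen. XUT1122 had 1 read in WT and 2 reads in exo2Δ, and slu7 had 62 and 32 reads. The study chose these pairs as examples, so they are not a sample of XUTs.

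**Figure D3:**
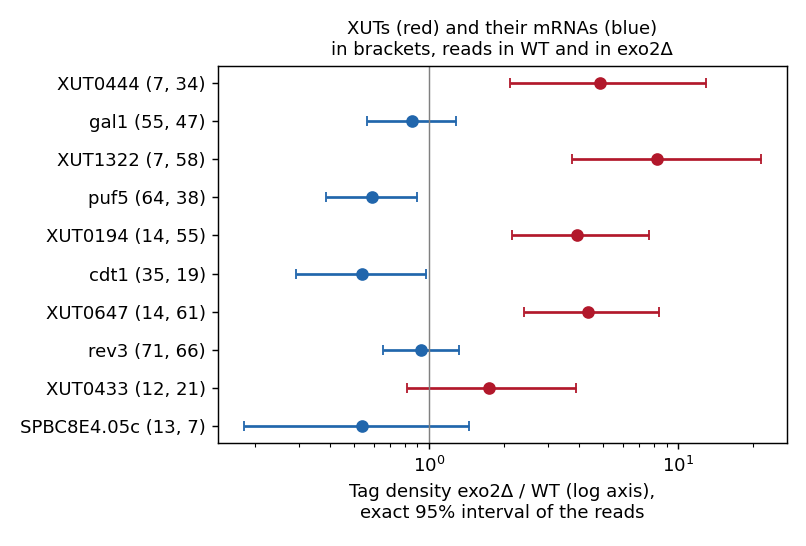
Tag density in exo2Δ over WT on a log axis for the XUTs (red) and mRNAs (blue) of 5 pairs that the study names, with exact 95% intervals of the reads and the reads of WT and exo2Δ in brackets. All 5 XUTs lie above 1 and all 5 mRNAs below 1 with the deposited scaling; rev3 moves above 1 when scaled on the median ratio of mRNAs, and the intervals of XUT0433, gal1, rev3 and SPBC8E4.05c include 1.

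Among the 5945 features past the filter, 236 had a ratio over 2 in exo2Δ and 411 had a ratio over 2 in the other direction. Under scaling on sn(o)RNAs these numbers were 149 and 736, so that the higher ones made up 16.8% of the changed features in place of 36.5%. Under scaling on the median ratio of mRNAs they were 337 and 282, with 54.4% higher, so that the excess of falls depended on the scaling. Of the XUTs past the filter, 49 were higher and 25 lower, against medians of 20 and 35 in random lists of mRNAs of the same level. The spread between the libraries exceeded counting error. For the 2454 mRNAs with a mean of at least 100 reads, the robust SD of the log2 ratio was 0.44, which is 3.10 times the SD from counting alone. The exact two-sided binomial test on the recovered reads separated the 2 libraries at 2092 features, 730 higher and 1362 lower in exo2Δ.

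Among features with a mean of at least 50 reads, the largest rises were those of 2 annotated ncRNAs, str3, edc1 and XUT0051. The ncRNA on chromosome I from 2344301 to 2345602 had 0 reads in WT and 118 in exo2Δ, at least 39.3-fold higher. The gene str3 (SPAC1F8.03c, chromosome I, 88201 to 90300) had 27 and 432 reads, 16.0-fold higher (10.8 to 24.5). The ncRNA on chromosome III from 118970 to 119962 had 57 and 527 reads and shares its strand with SPCC330.06c, which had 1772 and 5188 reads. The gene edc1 (SPAC18G6.09c, chromosome I, 2231661 to 2234214) had 209 and 1416 reads, of which 157 and 1078 lay outside its coding exons. XUT0051 (chromosome III, 532628 to 537147) had 38 and 221 reads. Among features with the same mean, the largest falls were those of SPBC337.11, XUT1030, pcd1, an annotated ncRNA and XUT0757. SPBC337.11 (chromosome II, 1049981 to 1051446) had 1621 reads in WT and 42 in exo2Δ, 38.7-fold lower (28.5 to 53.9). XUT1030 (chromosome II, 973119 to 974782) had 145 and 8 reads. The gene pcd1 (SPAC6G9.05, chromosome I, 3253202 to 3254430) had 72761 and 5397 reads, but its coding exons held only 40 and 27 of them. The ncRNA, on chromosome II from 1602773 to 1604997, had 172 and 13 reads. XUT0757 (chromosome I, 5221897 to 5223001) had 365 and 43 reads.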

Values the study reported

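From total RNA sequencing in other libraries, the study reported 1638 XUTs. It reported that 1205 of them (73.6%) were antisense to protein-coding genes, and that 1086 protein-coding genes (21.2%) had an antisense XUT. For the small RNA libraries the study considered RNAs of 18 to 30 nt.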

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

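The tests in this part were chosen after the result was seen. Reads were counted in the coding exons of the deleted gene. In the exo2Δ library these exons held 26 reads, above the 3 reads that a count of 0 allows, in a gene that should give none.

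Reads of the WT library carried into the exo2Δ library, or WT cells mixed into the exo2Δ sample, may be a source. In both cases every feature with as many WT reads should keep at least the share that exo2 kept. Among 1208 features with at least as many WT reads, 1 kept a share below the lower 95% limit of exo2, 7.17%. That feature, SPBC337.11, was already known to have the largest fall among features with a mean of at least 50 reads, and a single feature decides nothing. Reads placed by chance with mismatches are another candidate source. Of the other mRNAs, 7.88% had a density at or under that of these exons, so the density is low but not outside the range of annotated genes. A deletion that leaves part of the coding sequence in place was not tested, because most of the coding sequence is a single exon in the table. These explanations cannot be told apart here, since 26 reads without positions or sequences do not separate them. The gain from 3 to 31 reads outside the exons was not explained by any test.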

How the results depend on the processing

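The difference between XUTs and mRNAs of the same level stayed within its interval under 9 of 12 alternatives. The scalings are among these 9, and they move XUTs and mRNAs nearly alike, so they hardly test the difference. Without a filter it was 0.0015, and 0.0015 for antisense XUTs too, because most XUTs have so few reads that the median lies at no change; this value is a tie set by the factor of 0.998 and shows no difference. Matching and filtering on WT reads alone gave 0.040 (-0.046 to 0.12), and on exo2Δ reads alone 0.74 (0.60 to 0.82). Each choice is biased by its own construction. Simulation without a shift and with equal noise gave -0.34 (middle 95% from -0.44 to -0.24) and 0.33 (0.23 to 0.43), and both observed values and their intervals lay above these ranges. With all extra noise in exo2Δ it gave -0.12 (-0.22 to -0.00014) and 0.51 (0.41 to 0.62), and the observed values lay above these ranges but their intervals overlapped them. The interval also included 0 for XUTs with no other feature on their strand. Under the other alternatives it lay above 0. All 12 were applied to this difference after the data were seen, most of them with settings that had been fixed beforehand for the medians.

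Scaling moved the medians. On sn(o)RNAs the median of XUTs was -0.065 (-0.19 to 0.04) and that of antisense XUTs -0.0090 (-0.16 to 0.11), both of the opposite sign with intervals that included 0. That of mRNAs with an antisense XUT was -0.41 and stayed negative under every alternative. On the median ratio of mRNAs these values were 0.32, 0.37 and -0.021, the last with an interval (-0.061 to 0.0058) that included 0. Without a filter the medians of XUTs and of antisense XUTs were 0. With a mean of at least 50 reads, the difference of antisense XUTs from mRNAs of the same level was 0.28 (-0.0097 to 0.58), so that its interval included 0, and the difference of antisense from solo XUTs was -0.45, of the opposite sign but with an interval (-0.75 to 0.31) that included 0. With the same filter, mRNAs with an antisense XUT differed from mRNAs of the same level by -0.033 (-0.077 to -0.0050), at percentile 6.4 of random lists. The interval included 0 under the other settings. The cause of these changes was not tested, except that a scaling moves all ratios nearly alike. Of the named features, SPATRNAALA.06 reversed to -0.011 on sn(o)RNAs and SPAC688.10 (rev3) to 0.046 on the median ratio of mRNAs. For named features, 18 other values moved beyond their counting interval.

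The number of features changed 2-fold went from 236 higher and 411 lower to 149 and 736 on sn(o)RNAs, 620 and 957 without a filter, and 99 and 182 with a mean of at least 50 reads. On the median ratio of mRNAs it was 337 higher and 282 lower, so that the excess of falls turned into an excess of rises. With a ratio over 4 in place of 2, the numbers were 42 and 50. The exact binomial test, which has no limit on the ratio, gave 730 and 1362. Fewer or more features enter under the filters, which changes the counts by construction.

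The composition depended on what was summed. Without the 10 highest features, the shares in WT and exo2Δ were 30.3% and 41.1% for tRNAs, 57.8% and 47.2% for mRNAs, and 3.97% and 4.33% for XUTs, so that the XUT share was higher in exo2Δ. As summed density they were 98.8% and 99.0% for tRNAs, 0.824% and 0.652% for mRNAs, and 0.174% and 0.116% for XUTs. The direction of the XUT share rests on XUT0590, a feature singled out after its values were seen, which held 60.9% of XUT reads in WT and 42.4% in exo2Δ.

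No paired analysis was possible because each strain has 1 library. The depth limits the XUT medians to the XUTs past the filter, since 1304 of the 1638 XUTs were under it.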

Other observations

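In this part, the tests on GC content, on exons and on the level of the XUTs were chosen before their results were seen, and all other tests were chosen only afterwards.

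XUTs rose relative to mRNAs of the same level by 0.39 on the log2 scale. Several technical explanations were tested. After a trend on GC content, length and level fitted on mRNAs was removed, the difference was 0.37 (0.27 to 0.50) for the 329 of 334 XUTs with a GC value, which argues against these properties as the whole cause. A rise of all noncoding RNAs would lift the 335 ncRNAs and nc-TUs that share no base with an XUT, but these differed from mRNAs of the same level by -0.058 (-0.19 to 0.08). This list leaves out ncRNAs that overlap XUTs, which the study selected for their rise in total RNA. The 320 ncRNAs and nc-TUs that share bases with an XUT differed by 0.32 (0.22 to 0.42), but may hold the same reads as the XUTs. Small RNAs cut from duplexes with an mRNA are not expected from the 77 XUTs that share no base with an mRNA on the other strand. These differed from mRNAs of the same level by 0.25 (0.12 to 0.44). Simulated XUTs of all kinds, with no shift and all extra noise in exo2Δ, gave 0.11 to 0.34. The value of 0.25 lies inside this range, so it need not be a rise and does not decide on duplexes. A larger background in exo2Δ would lift mRNAs of low level, which was not seen past the filter. There the median at the lowest level minus that at the highest level was -0.14. However, the 380 mRNAs under the filter gave -0.06 (-0.17 to 0.05) as a ratio of summed reads. That is above the median of -0.15 at the highest level, but the interval includes this median, so these mRNAs decide nothing.

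Other explanations stay open. Unequal noise between the libraries could produce much of the difference, or hide part of a larger one. With all extra noise in WT, a simulated shift of 0.3 was found as 0.082. With no shift and all extra noise in exo2Δ, simulated XUTs reached 0.34, which is inside the interval of the observed difference (0.26 to 0.49). Matched on the WT reads or on the exo2Δ reads alone, the intervals overlapped the simulated ranges in the same way. How the noise divides between the libraries cannot be told apart from a shift with 1 library per strain. For reads shared with features on the same strand, the 56 XUTs with no such feature gave 0.47, with an interval from -0.03 to 0.98 that is too wide to decide. The difference at the highest level minus that at the lowest was 0.015. That test of mapping background had been set up on the idea that chance reads raise all levels alike, and chance reads equal in both libraries would raise none, so it decides nothing. For antisense XUTs a duplex with the mRNA stays open. It would raise mRNA exons inside an antisense XUT, and their change relative to outside exons was -0.26 (-0.37 to -0.01), but -0.09 (-0.25 to 0.07) with a pseudocount of 5 reads. An expected rise was computed as if every antisense XUT gained reads by the lower limit of the factor found past the filter, with as many reads from each strand. For the 1004 mRNAs with an antisense XUT the median expected rise was 0.0084. These mRNAs differed from mRNAs of the same level by -0.022, with an upper limit of 0.0033. For the 244 mRNAs whose XUT passed the filter the median expected rise was 0.061 and the upper limit was 0.050. With a pseudocount of 5 reads these values were 0.048 and 0.050, so the tests do not agree. Duplexes that leave reads mainly from the XUT strand were not tested. Read sizes were not available here. The study reported that small RNAs on mRNA regions overlapped by antisense XUTs lacked the size of products of Dicer, the enzyme that cuts duplexes. It saw no difference in density between these regions and the other regions of the same mRNAs. The study concluded that RNA interference does not target antisense XUTs. A candidate biological explanation is that XUTs stabilised without Exo2 leave more fragments in the size range sequenced; it was not tested here, and the study defined XUTs by their rise in total RNA of these strains.

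Features in the longest stretch without an mRNA on each of chromosomes I, II and III (from 1596745 to 1648152 on chromosome II, for example) fell in exo2Δ. Of 15 such features past the filter, 13 fell, with a median log2 ratio of -1.55. The percent of random lists of the same classes and levels with a lower median was 0. This may be a chance pattern all the same, because the features were noticed before the stretches were defined. The 12 tRNAs among them had a median of -1.32 (-1.79 to -0.23), against -0.40 in random lists of tRNAs of the same level. The 6 of these tRNAs that were not among the features noticed first had a median of -0.23, at percentile 65.8 of such lists. A fall of tRNA fragments in general therefore stays open, and the 3 features that are not tRNAs, with a median of -1.86, were all noticed first. The values appear to hold only reads with a single place in the genome, so the table covers repeats in these stretches poorly; a separate mapping to centromeric repeats by the authors was not used here.

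Genes of siderophore and ferric iron uptake rose, which was noticed from str3, frp1 and fip1 among the highest ratios. A further 12 genes were then looked up with their values in view, and 11 of them passed the filter: 7 rose and 4 fell, with a median log2 ratio of 0.60. A first list had left out fep1, sib3 and fet4, which fell, and php4, which rose, so the 15 genes are given together here: the 14 past the filter had a median of 0.84 and ranged from -0.86 to 3.95. Drawn by product words alone, without the genes noticed first, 5 genes had a median of 0.67. A choice of genes by their values may still account for part of this, since the words were also picked after values had been seen. A difference in iron between the cultures was not tested.

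Of the largest falls named above, pcd1 had 99.9% of its WT reads outside its coding exons, as a single stack of reads in its untranslated parts would give. SPBC337.11, in contrast, had only 0.062% of its WT reads outside its coding exons. The table gives no positions within features, so a single stack was not tested for the other 4, including one inside the exons of SPBC337.11.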
